A study of Mus musculus with 45 samples.

How the data were processed

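RNA-seq of the tuberomammillary nucleus (TMN), the hypothalamic nucleus that holds the histaminergic neurons of the mouse brain, was analysed from 45 libraries. In 27 of them the animals had received an adeno-associated virus (AAV), a gene delivery vector, 21 days before collection. The viral groups, as the labels name them, were GFP, H3.3 WT and H3.3 Q5A, with 9 libraries each. H3.3 is a histone H3 variant, and in Q5A the glutamine at position 5 of its tail is replaced by alanine. Per the design text of the series, all constructs expressed GFP through an internal ribosome entry site and the GFP group received the vector without H3.3. The other 18 libraries came from mice without virus, 3 at each of ZT0, ZT4, ZT8, ZT12, ZT16 and ZT20, where zeitgeber time (ZT) counts hours from lights on and lights went off at ZT12. Per the same text, virus-infused tissue was microdissected from thin sections with GFP made visible, and time-course tissue was punched from thicker sections. Libraries were made with the TruSeq RNA v2 kit, per the labels' protocols.

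The deposited values were whole-number counts per gene. For the virus libraries, the authors made them with featureCounts 1.6.2 on whole gene spans of Ensembl release 90 (GRCm38), per the file headers. The recorded command set no option for strand, multi-mapped reads or reads over overlapping genes. For the time-course libraries, the deposited counts ended with the 5 summary lines that HTSeq writes, and the labels and files gave no version, annotation or options. The aligner was not stated for either set. Both sets listed the same 52636 gene identifiers. Gene names came from the supplied gene name table, which matched 52403 of them, and coordinates are those of the virus files, in GRCm38, counted from 1. The counting of the virus set affects what can be measured. A gene with no base outside other genes had no count: 12185 genes were in this position, and all were at 0 in the 27 virus libraries, including 1763 with a mean of at least 10 counts in the time course. Among them were the clock genes Per3 and Ciart, which were therefore tested in the time course alone. Intronic reads were counted in the virus set. Levels were not compared between the sets by a statistical test; the time-course counts of Hist1h3a and Hist1h3h served as values without virus, although the sets were counted with different tools.

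Total counts ranged from 17991435 to 51721431 per virus library and from 20.3 M to 28.5 M per time-course library, where M stands for mega. A floor of 3 counts corresponded to 0.0580 to 0.167 CPM (counts scaled to a library of 1 M) in the virus libraries and to 0.105 to 0.148 CPM in the time-course libraries. Such limits cover counting error alone, since PCR copies are not independent molecules. No pair of replicate libraries held identical values, and the lowest chi-square per degree of freedom between replicates was 6.63 in the virus set and 3.16 in the time course, so each library counted as 1 replicate.

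Groups were taken from the labels. The pool number in the titles, which goes with the sequencing lane, was a covariate in the virus models, where each of the 3 pools held 3 libraries of every group. Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr, robust glmQLFit and glmQLFTest, two-sided) with Benjamini-Hochberg adjustment and a threshold of 0.05. All 27 virus libraries entered one model for the 3 comparisons between groups. The time course was tested with 6 time points as a factor, with a 24 h cosinor, and for ZT12 against ZT0 in the 6-point model, without a block. The cosinor models log2 expression as a cosine of time and gives an amplitude (mean to peak, log2) and a peak time; 1 cycle at 4 h steps allows no estimate of the period. The titles of the time-course libraries carry a number from 1 to 3, which is the pool and is shared across time points; a replicate block uses it. Genes with a cosinor adjusted p under 0.05 formed a light-peaking set (peak from ZT0 to before ZT12) and a dark-peaking set (peak from ZT12 to before ZT24), which were tested in the virus models with fry, a rotation gene-set test of limma 3.58.1. Standard errors of log2 fold changes were derived from the F statistic. Mean levels of genes are CPM on TMM-scaled library sizes unless called unscaled.

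The models were tested on simulated counts drawn from the means and library sizes of these libraries, with 200 genes changed. The comparison of 9 with 9 libraries recovered 178 of 200 genes changed by 1 on the log2 scale, with 8 false calls among 186. The cosinor recovered 161 genes of log2 amplitude 0.6, the 6-point test 134, and ZT12 against ZT0 130 genes changed by 1 on the log2 scale.

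Groups, designs, gene lists, the rule for naming genes and a list of alternatives were fixed before the data were examined. The rule named, per virus comparison and for ZT12 against ZT0, up to 5 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05, a mean of at least 1 CPM and the same order of group means in each pool; for the cosinor, up to 5 genes of the largest amplitude with an adjusted p under 0.05 and a mean of at least 1 CPM; and, where fewer than 3 passed, the 3 of lowest p. Clock genes in the time course, and the H3.3 genes and genes of histamine synthesis, transport and signalling in the virus set, were always included. The values of 1 clock gene are not reported here. Alternatives were RLE factors, DESeq2 1.42.0, limma voom with sample quality weights, no low-count filter, a mean of at least 1 CPM, 2 surrogate variables (sva 3.50.0), a threshold of 0.1, no pool term, the compared groups alone, each pool alone, the replicate block, other definitions of the rhythmic sets, and the time course without each library in turn. A set of 3 alternatives was added after seeing the data: the virus set without GFP replicate 8, the virus set without WT replicate 6, and both sets with the log2 CPM of Slc6a3 and Pmch as covariates. The exact permutation tests of Slc6a3 between groups were chosen after its values were seen. To examine GC content, the percentage of G and C over all GENCODE transcripts of a gene was taken for 17409 of the 17446 tested genes, and a lowess trend (span 0.3) of the deviation from the group mean of log2 CPM was removed from each virus library. Figures were drawn with matplotlib 3.10.9.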

Results

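Transcript levels were measured by RNA-seq in the TMN of mice infused with AAV encoding GFP alone, H3.3 WT or H3.3 Q5A, and in untreated mice collected every 4 h over the light cycle. The total per library was 26.3 ± 7.62 M counts (SD, n = 9) in the GFP group, 27.4 ± 9.98 M (SD, n = 9) in the H3.3 WT group and 23.4 ± 3.43 M (SD, n = 9) in the H3.3 Q5A group. Time-course libraries held 24.5 ± 2.64 M counts (SD, n = 18). The virus model tested 17446 genes and the time-course models 19529.

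The time course addressed which transcripts of the TMN vary over the day. By edgeR's quasi-likelihood test, 210 genes varied over the 6 time points at an adjusted p under 0.05, and 66 followed a 24 h cosinor, 46 of them in both. Time-course libraries with the same number in their titles deviated together: their deviations from the time-point means correlated across genes at 0.202 on average, against -0.101 for different numbers, and pool accounted for a share of 0.577 of the variance of the first principal component (r2). With the replicate block the tests gave 232 genes varying over time and 63 cosinor genes, of which 187 and 54 were also called without it. DESeq2 moved the counts most, to 1415 and 599. Of the 66 cosinor genes, 33 peaked from ZT0 to before ZT12 and 33 from ZT12 to before ZT24; 19 peaked from ZT8 to before ZT12 and 21 from ZT20 on. Their log2 amplitudes ranged from 0.14 to 1.16, with a median of 0.26.

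Of the 18 clock genes, 14 had a cosinor p under 0.05 after adjustment over the list and 6 after adjustment over all genes: Nr1d1, Dbp, Arntl, Ciart, Per3 and Per2. Nr1d1 (ENSMUSG00000020889, chromosome 11, 98767932 to 98775333) had an amplitude of 0.48, a fitted peak at ZT7.44 and an adjusted p of 4.45e-07. Its mean was 112 ± 2.34 CPM (SD, n = 3) at ZT8 and 57.6 ± 0.597 CPM (SD, n = 3) at ZT20. Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) had an amplitude of 0.71 and a peak at ZT9.83 (adjusted p 2.82e-05), with 97.7 ± 25.7 CPM (SD, n = 3) at ZT8 and 38.3 ± 0.866 CPM (SD, n = 3) at ZT0. Arntl (ENSMUSG00000055116, chromosome 7, 113207465 to 113314126) peaked near the opposite phase, at ZT0.0884, with an amplitude of 0.31 (adjusted p 0.00352); it fell from 29.7 ± 3.19 CPM (SD, n = 3) at ZT0 to 18.4 ± 1.54 CPM (SD, n = 3) at ZT12. Ciart (ENSMUSG00000038550, chromosome 3, 95878503 to 95882251) peaked at ZT10.6 with an amplitude of 0.49 (adjusted p 0.00779), and Per3 (ENSMUSG00000028957, chromosome 4, 151003652 to 151044665) at ZT13.8 with an amplitude of 0.26 (adjusted p 0.0183). Per2 (ENSMUSG00000055866, chromosome 1, 91415982 to 91459324) was near the threshold, with an amplitude of 0.25, a peak at ZT15.0 and an adjusted p of 0.0492; with the replicate block its adjusted p was 0.0557, and it lost its call in 15 of 18 fits that each left out one library. Per1 went the other way, from 0.0560 to 0.0287 with the block. The same block left Nr1d1, Dbp, Arntl, Ciart and Per3 under 0.05. The 8 genes that passed over the list alone were Per1, Npas2, Cry1, Cry2, Nr1d2, Tef, Nfil3 and Bhlhe41, with amplitudes from 0.10 to 0.37. Clock, Hlf and Bhlhe40 passed neither adjustment; their amplitudes were 0.16, 0.03 and 0.08.

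**Figure D1:**
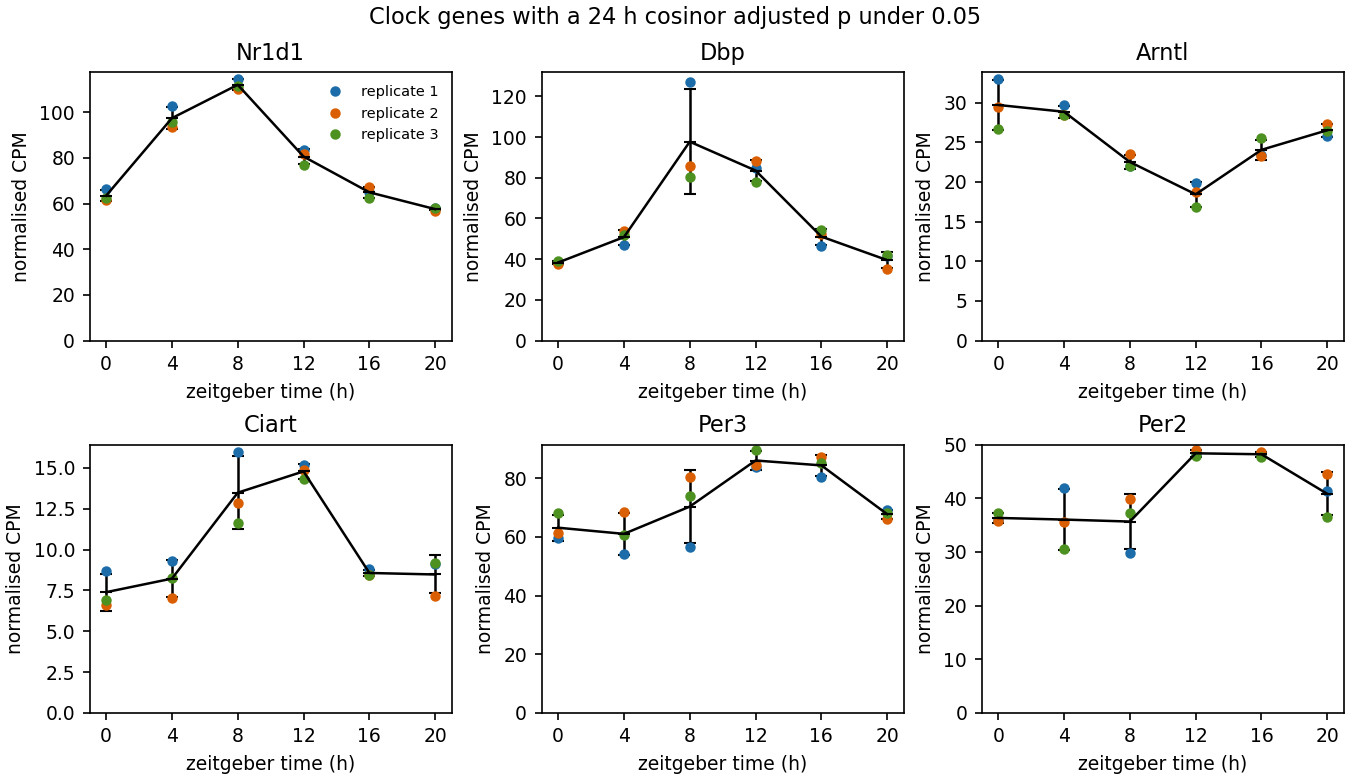
Normalised CPM (vertical axes, from 0) against zeitgeber time in hours for the 6 clock genes with a cosinor adjusted p under 0.05; points are libraries coloured by replicate number, and lines join the time-point means with SD bars (n = 3). Nr1d1 and Dbp were highest at ZT8, whereas Arntl was lowest at ZT12.

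The cosinor genes of largest amplitude were Plin4, Fabp7, Hspa1b, Dbp and Rbm3-ps. Plin4 (ENSMUSG00000002831, chromosome 17, 56100591 to 56109803) had an amplitude of 1.16 and a fitted peak at ZT15.2 (adjusted p 0.00349). Its highest mean, however, was at ZT12, at 22.4 ± 3.15 CPM (SD, n = 3). Fabp7 (ENSMUSG00000019874, chromosome 10, 57784881 to 57788450) had an amplitude of 0.80 and a fitted peak at ZT2.94 (adjusted p 0.00165). Fabp7 ranged from 44.8 ± 2.77 CPM (SD, n = 3) at ZT4 to 15.8 ± 2.68 CPM (SD, n = 3) at ZT16. Hspa1b (ENSMUSG00000090877, chromosome 17, 34956436 to 34959238) peaked at ZT22.2 with an amplitude of 0.79 (adjusted p 0.0300). Rbm3-ps (ENSMUSG00000099875, chromosome 1, 150265535 to 150265999) peaked at ZT11.3 with an amplitude of 0.54 (adjusted p 0.0372). Hspa1b is nearly identical to Hspa1a, and Rbm3-ps is a pseudogene of Rbm3, so the assignment of their reads is uncertain. With the replicate block, amplitudes were 1.16 for Plin4, 0.81 for Fabp7, 0.80 for Hspa1b, 0.70 for Dbp and 0.55 for Rbm3-ps, with adjusted p from 6.24e-05 to 0.0367. Leaving out single libraries lost the call of Hspa1b in 8 of 18 fits and that of Rbm3-ps in 10.

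Lights on and lights off were compared directly. By edgeR's quasi-likelihood test, 168 genes differed between ZT12 and ZT0, 88 higher and 80 lower at ZT12; with the replicate block there were 182 (97 higher and 85 lower), 154 of them shared. The correlation of deviations among the ZT0 and ZT12 libraries was 0.207 within and -0.104 between replicate numbers. The named genes were Hif3a, Sgk1, Plin4, Hspa1b and Fmo2. Hif3a (ENSMUSG00000004328, chromosome 7, 17031507 to 17062427) was 24.1 ± 2.42 CPM (SD, n = 3) at ZT12 and 3.57 ± 0.281 CPM (SD, n = 3) at ZT0, a log2 fold change of 2.75 (SE 0.21, adjusted p 4.57e-06). Sgk1 (ENSMUSG00000019970, chromosome 10, 21882184 to 21999903) rose from 33.2 ± 1.04 CPM (SD, n = 3) to 145.7 ± 14.8 CPM (SD, n = 3), a log2 fold change of 2.13 (SE 0.18, adjusted p 2.21e-05). Plin4 was higher by 2.07 (SE 0.16, adjusted p 4.57e-06), and Fmo2 (ENSMUSG00000040170, chromosome 1, 162874317 to 162898726) by 1.57 (SE 0.29, adjusted p 0.0136). Hspa1b was lower, with a log2 fold change of -1.74 (SE 0.28, adjusted p 0.00592). With the block, the log2 fold changes of Hif3a, Sgk1, Plin4, Fmo2 and Hspa1b were 2.76, 2.13, 2.07, 1.59 and -1.76, with adjusted p from 4.05e-06 to 0.0116. Fmo2 lost its call in 4 of the 18 fits that each left out one library. It also lost it with only the 6 samples of ZT0 and ZT12 fitted (log2 fold change 1.58, adjusted p 0.0506). Slc6a3, a marker of midbrain dopamine neurons, was at 431 ± 62.7 unscaled CPM (SD, n = 3) at ZT12 and 179 ± 117 (SD, n = 3) at ZT0, with each ZT12 library above each ZT0 library; an exact two-sided permutation test gave p 0.1, the smallest that 3 against 3 allow. With Slc6a3 and Pmch as covariates 92 genes differed, 89 of them shared with the 168, and the 5 named genes passed.

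The virus comparisons addressed whether expression of H3.3 WT or Q5A changes TMN transcription, and whether the substituted residue matters. The H3.3 genes did not differ between the groups by edgeR after adjustment over all genes. H3f3b (ENSMUSG00000016559, chromosome 11, 116021912 to 116027962) was at 100.2 ± 12.6 CPM (SD, n = 9) in the GFP group, 107 ± 19.96 CPM (SD, n = 9) in H3.3 WT and 97.6 ± 7.56 CPM (SD, n = 9) in H3.3 Q5A. H3f3a (ENSMUSG00000060743, chromosome 1, 180800832 to 180813943) was at 15.4 ± 2.25, 15.7 ± 1.77 and 15.5 ± 1.26 CPM (SD, n = 9 each) in the same order; 46.0% of its span lies outside other genes, so its counts are partial. H3.3 transcripts have many processed copies in the genome, which makes their counts uncertain. The construct's own sequence was not used here.

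Between H3.3 Q5A and GFP, 627 of 17446 genes had an unadjusted p under 0.05 by edgeR's quasi-likelihood test, or 3.59% where chance gives 5%. Without GFP replicate 8 the count was 993 of 17473, and with Slc6a3 and Pmch as covariates it was 468. In the reported fit, 1 gene had an adjusted p under 0.05. That gene was Hist1h3a (ENSMUSG00000069265, chromosome 13, 23761853 to 23762386), a histone H3 gene of the replication-dependent cluster, at 6.62 ± 4.13 CPM (SD, n = 9) in H3.3 Q5A and 0.25 ± 0.401 CPM (SD, n = 9) in GFP, a log2 fold change of 4.92 (SE 0.76, adjusted p 0.0146). Histone genes share sequence, so the assignment of its reads is uncertain. In the model with 2 surrogate variables its log2 fold change was 4.59 and its adjusted p 0.0632. Gm19554 (log2 fold change 0.83, SE 0.17) and Myo1a (0.75, SE 0.16) had the next lowest p and did not pass, with an adjusted p of 0.390 for both.

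Between H3.3 WT and GFP no gene passed, with 876 genes (5.02%) at an unadjusted p under 0.05 and a lowest adjusted p of 0.821. The genes of lowest p were Hist1h3a, at 2.70 ± 3.40 CPM (SD, n = 9) in H3.3 WT (log2 fold change 3.29, SE 0.77), Hif3a (log2 fold change -1.12, SE 0.26) and Tns3 (log2 fold change -0.30, SE 0.07). Hif3a was at 7.67 ± 2.76 CPM (SD, n = 9) in H3.3 WT and 16.5 ± 6.01 CPM (SD, n = 9) in GFP. Between H3.3 Q5A and H3.3 WT no gene passed, with 1289 genes (7.39%) at an unadjusted p under 0.05. The genes of lowest p were Dock2 (log2 fold change 0.57, SE 0.12), Tll1 (1.31, SE 0.28) and Nwd2 (0.55, SE 0.12), each with an adjusted p of 0.445. With Slc6a3 and Pmch as covariates the log2 fold change of Tll1 was 0.65. Dock2 and Nwd2 were highest in Q5A replicate 2 (13.2 and 49.4 CPM) and next in replicate 4 (11.4 and 43.8 CPM). Slc6a3 was highest in the same libraries, at 1038 and 607 unscaled CPM, so neighbouring tissue is not excluded for them either. DESeq2 called 6 genes in Q5A against WT, Dock2, Tll1 and Nwd2 included, all higher in Q5A. At 9 libraries per group the simulated data, with 200 genes changed together, gave 89% recovery of genes changed by 1 on the log2 scale. Smaller differences and fewer changed genes were not simulated. Genes were drawn independently, without shared variation in dissection, so the 89% does not give the recovery of a few changed genes in these libraries.

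**Figure D2:**
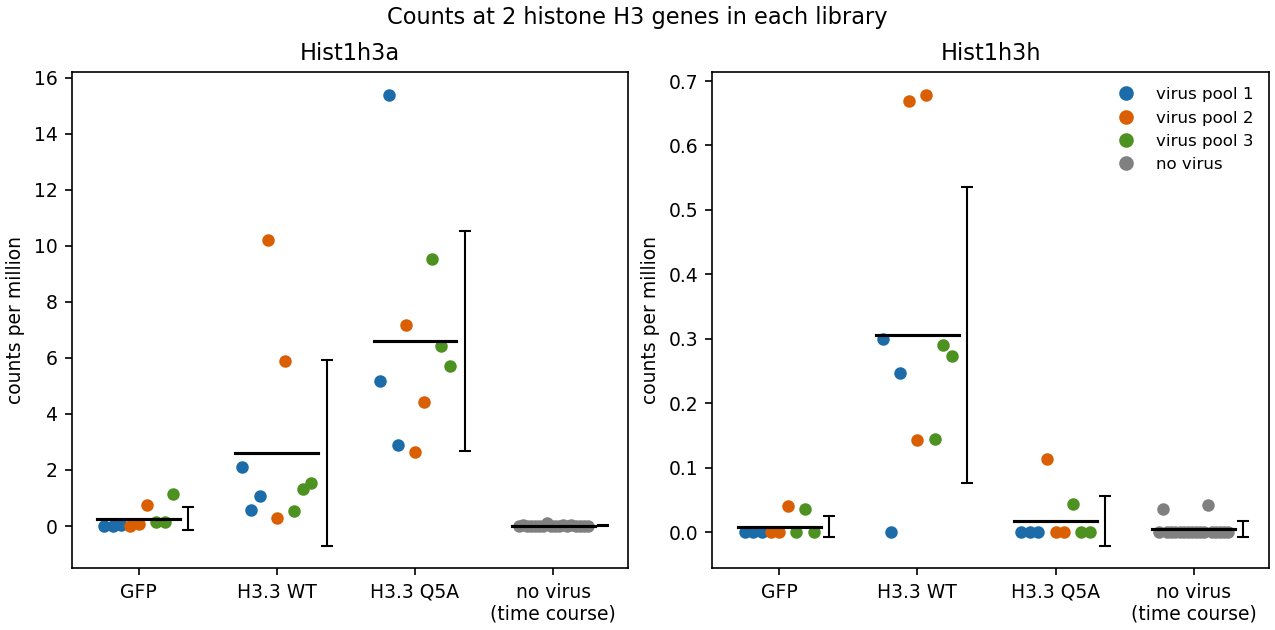
Unscaled CPM at Hist1h3a and Hist1h3h in each library, by viral group (points coloured by pool) and in the 18 libraries without virus; bars are means and brackets are the SD. Counts at Hist1h3a reached at most 26 in the GFP libraries and were between 70 and 277 in the H3.3 Q5A libraries.

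Genes of histamine synthesis, transport and signalling were examined because the TMN is the source of brain histamine. Hdc (ENSMUSG00000027360, chromosome 2, 126593667 to 126619299), which encodes the enzyme that makes histamine, was at 111 ± 31.3 CPM in GFP, 139 ± 44.6 CPM in H3.3 WT and 103.8 ± 38.8 CPM in H3.3 Q5A (SD, n = 9 each). Slc18a2 (ENSMUSG00000025094, chromosome 19, 59260878 to 59296012) was at 101.8 ± 26.4, 100.5 ± 19.9 and 161 ± 80.2 CPM (SD, n = 9 each). Tgm2 (ENSMUSG00000037820, chromosome 2, 158116402 to 158146436), the transglutaminase gene, was at 5.14 ± 1.61, 4.32 ± 0.925 and 5.58 ± 1.70 CPM (SD, n = 9 each), from 47.1% of its span. Hnmt and Hrh3 were at 19.1 ± 2.32 and 73.6 ± 24.2 CPM in GFP, 19.7 ± 3.26 and 85.9 ± 38.7 CPM in H3.3 WT, and 19.4 ± 1.89 and 69.3 ± 15.9 CPM in H3.3 Q5A (SD, n = 9 each). None of the 21 tests of these 5 genes and both H3.3 genes passed over all genes; the lowest adjusted p was 0.629. That was Slc18a2 in H3.3 Q5A against H3.3 WT, whose unadjusted p by edgeR was 0.00623; in H3.3 Q5A against GFP its unadjusted p was 0.00687. The H3.3 Q5A libraries spread widely for this gene, from 60.0 CPM in replicate 3 to 338 CPM in replicate 2. The same libraries had the lowest and highest Slc6a3 of the group, at 25.7 and 1038 unscaled CPM. A difference in dissection is therefore not separated from the constructs for Slc18a2. The H3.3 WT mean of Hrh3 includes 1 library at 180.5 CPM (152.97 unscaled).

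Clock genes and rhythmic gene sets were compared between the viral groups, since the series concerns neural rhythmicity. Of 16 clock genes tested, 0 had a p under 0.05 after adjustment over the list in each comparison, and 3, 3 and 0 had an unadjusted p under 0.05 in WT against GFP, Q5A against GFP and Q5A against WT. The lowest were Nfil3 (log2 fold change -0.27, adjusted over the list 0.0617) and Per1 (-0.30, adjusted over the list 0.0847) in Q5A against GFP; with the compared groups alone in the model, Nfil3, Per1 and Per2 passed. Between H3.3 Q5A and H3.3 WT, the light-peaking set (30 genes) had a mean log2 fold change of -0.05 (fry p 0.406) and the dark-peaking set (29 genes) of 0.08 (fry p 0.380). With sets taken from the cosinor with the replicate block these were -0.04 (p 0.460) and 0.08 (p 0.408). Between H3.3 WT and GFP, the dark-peaking set had a mean log2 fold change of -0.19, with 1 of 29 genes higher; its fry p was 0.0188 and did not pass after adjustment over 6 tests (0.113). With sets from the block the mean was -0.19 (p 0.0379). The light-peaking set had a mean of 0.10 in that comparison (p 0.0628, adjusted 0.188). By pool, the dark-peaking mean was -0.10, -0.34 and -0.12 in pools 1, 2 and 3. In Q5A against GFP the means were 0.05 for the light-peaking and -0.11 for the dark-peaking set (adjusted p 0.406 and 0.235).

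Libraries also differed in genes of neighbouring tissue. Unscaled Slc6a3 ranged from 6.82 to 1038 CPM over the virus libraries and from 7.30 to 485 CPM over the time course. Its unscaled mean was 139 ± 88.3 CPM in GFP, 97.8 ± 84.4 CPM in H3.3 WT and 364 ± 314 CPM in H3.3 Q5A (SD, n = 9 each). By exact two-sided permutation tests it differed between H3.3 Q5A and H3.3 WT (p 0.0118, adjusted over 3 comparisons 0.0353), and after adjustment neither between H3.3 Q5A and GFP (p 0.0381, adjusted 0.0571) nor between H3.3 WT and GFP (p 0.324). The H3.3 Q5A mean was the highest in each pool, at 417, 361 and 313 CPM in pools 1, 2 and 3, where GFP was at 69.9, 208 and 138 CPM and H3.3 WT at 164, 61.4 and 67.9 CPM. Pituitary hormone transcripts (Gh, Prl, Pomc and Cga together) made up 4.18% of counts in GFP replicate 8, 1.40% in Q5A replicate 7 and 2.19% in ZT4 replicate 3. Unscaled Hdc varied less, from 51.5 to 200.4 CPM over the virus libraries.

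**Figure D3:**
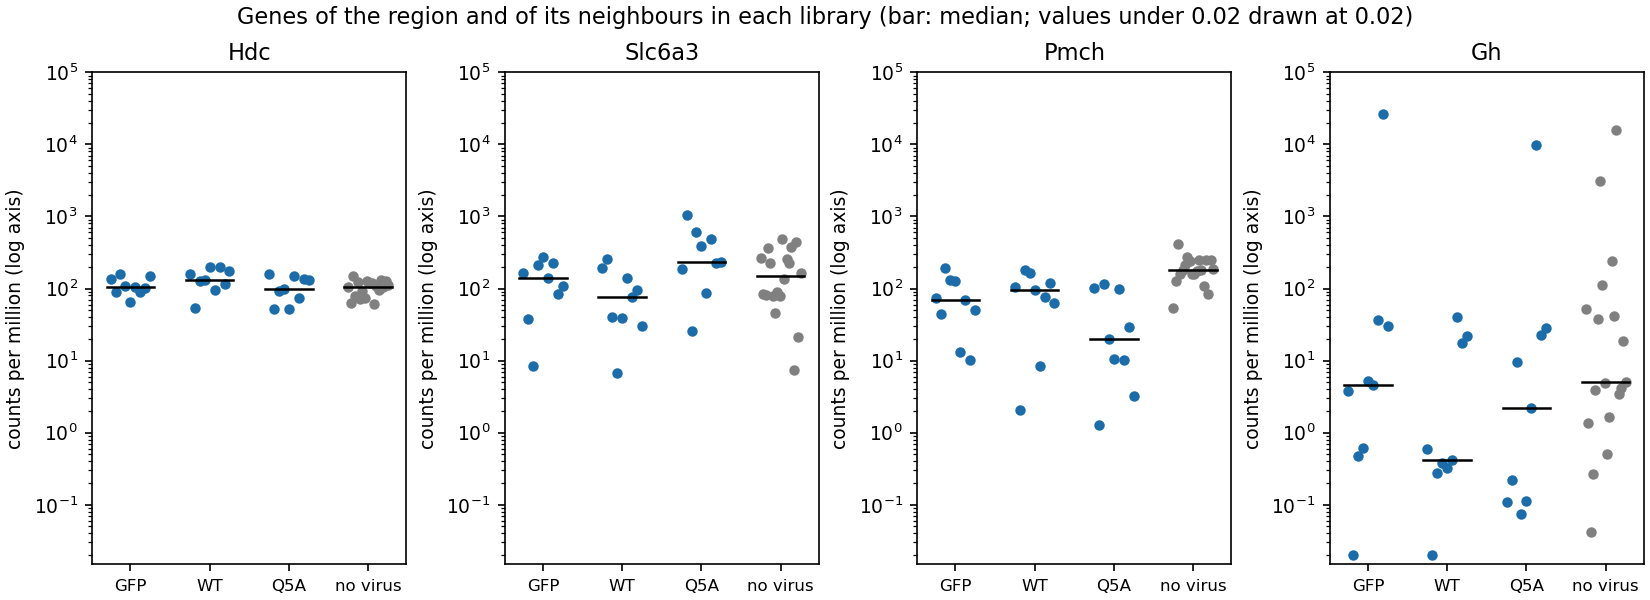
Unscaled CPM (log axes) of Hdc, Slc6a3, Pmch and Gh in each library by viral group and in the time course; bars are medians and values under 0.02 are drawn at 0.02. Gh reached 26577 CPM in 1 GFP library, whereas Hdc stayed between 51.5 and 200.4 CPM in the virus libraries.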

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

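The tests of GFP replicate 8 against neighbouring-region genes and library size, and those of GC content and scaling in 3 libraries, were chosen after the values were seen; the others in this part were written before their results were known. Among 48 groups of 9 libraries examined (total counts and 15 genes in 3 viral groups), 7 held a library whose gap to the nearest of the others, divided by the range of the group, passed Dixon's 95% critical value, where chance gives about 2.4 groups.

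Both H3.3 genes were far above the other GFP libraries in GFP replicate 8: H3f3a at 21.1 CPM, where the next library had 16.1, and H3f3b at 130 CPM, where the next had 108. That library also carried the largest share of pituitary hormone transcripts of all, 4.18% of its counts. If pituitary RNA raised the H3.3 genes, the other libraries rich in Gh might show it. Of 4 values (both genes in Q5A replicate 7 and in ZT4 replicate 3), 1 was the highest of its set: H3f3a in ZT4 replicate 3 ranked 1 of 18 and H3f3b 2 of 18, whereas in Q5A replicate 7 the genes ranked 4 and 5 of 9. At least 2 of the 4 had been required beforehand, so the criterion was not met. It does not exclude the explanation, since counting the highest alone leaves out the rank of 2 of 18, and the pituitary share was lower in ZT4 replicate 3 (2.19%) and in Q5A replicate 7 (1.40%) than in this library. The library was the highest or lowest of all 27 for 2 of 12 neighbouring-region genes, not above the 3 that chance allows at the 95th percentile, although 1 of these was Pomc. Its total of 28.5 M counts (M, mega) lay within the range of its group (20.1 M to 44.7 M). Its chi-square per degree of freedom against the other GFP libraries was 108 to 221, where the other pairs of the group reached at most 49.6, and Gh accounted for 44.9% of its deviation from the other 8 combined. The trend of each library with GC content (the percentage of G and C in the transcripts of a gene) was then removed. The gap relative to the range was 0.638 for H3f3a, still above the critical value, and 0.421 for H3f3b, below it. Their values hardly moved (to 20.9 and 127 CPM), so the fitted trend accounts for little of either value. A GC effect outside that trend was not tested. In unscaled CPM the gaps were 0.815 and 0.679, both above the critical value. No biological explanation was tested for this control library.

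In H3.3 WT replicate 6, Hrh3 was at 180.5 CPM and the next library at 103.6 CPM. The library deviated well beyond this gene. Its chi-square per degree of freedom against the other 8 was 137 to 349, where the other pairs of the group reached at most 40.3. Of its deviation from the other 8 combined, 54.4% came from Tbkbp1, which held 5.50% of its counts and at most 0.496% of those of any other WT library. TMM scaling raised the CPM of this library by 17.99%. In unscaled CPM its Hrh3 was at 152.97, still the highest of the group (next 105), but the gap relative to the range was 0.468, below the critical value, so the scaling accounts for its passing that value. The deviations of the library correlated with GC content at a Spearman rho of 0.382 across genes, which are not independent replicates; this was rank 3 of 27 libraries in absolute size. Hrh3 has a GC content of 61.7%, higher than 98.3% of the genes. When the trend with GC content was removed, Hrh3 was at 118.8 CPM in this library and 101.6 CPM in the next, and the gap relative to the range went from 0.596 to 0.287, below the critical value. A GC bias of the library is a candidate explanation. The scaling, which raises all genes of the library alike, can account for a part of the Hrh3 value only, since Hrh3 was the highest without it. The library was the highest or lowest of 27 for 2 of the 12 neighbouring-region genes, not above the 3 that chance allows. Its total of 19.2 M counts was just below those of the others (20.7 M to 51.7 M), which met the criterion set for an effect of library size. Its 2930 raw Hrh3 counts, however, were above those of the other WT libraries except replicate 8 (3693 counts in a total of 51.7 M), where a smaller total alone would leave the raw count no higher than in libraries of larger total. The design gives no label that separates this animal from the other 8, and no biological explanation was tested.

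In Q5A replicate 2, Hist1h3a was at 16.1 CPM (next 9.40 CPM) and Tll1 at 15.3 CPM (next 8.54 CPM). It was the highest or lowest of 27 for 3 of the 12 neighbouring-region genes (Pmch, Th and Slc6a3), at and not above the 95th percentile of chance. Its Slc6a3, however, was the highest of all 27 at 1038 unscaled CPM, and with Slc6a3 and Pmch as covariates the log2 fold change of Tll1 in Q5A against WT went from 1.31 to 0.65, so other tissue in the dissection remains a candidate explanation for the Tll1 value. Its total of 17.99 M counts was just below those of the other 8 (18.6 M to 26.7 M), which met the same criterion, but its raw counts were the highest of the group, 277 for Hist1h3a (next 217) and 264 for Tll1 (next 228), so a smaller total does not account for them. When the trend with GC content was removed, the gap relative to the range was 0.414 for Hist1h3a, below the critical value. For Tll1 it was 0.566, above the critical value, and its value hardly moved (to 15.5 CPM). The fitted trend thus does not account for the Tll1 value, and a GC effect outside that trend was not tested. In unscaled CPM the gap was 0.460 for Hist1h3a, below the critical value, and 0.536 for Tll1, above it. Hist1h3a stayed the highest of the group, at 15.4 unscaled CPM (next 9.53) and 14.7 CPM without the GC trend (next 9.76). Scaling had raised its value by 4.55%, and removing the trend moved it by -8.95%. Each can account for a part of the Hist1h3a value only, and falling below the critical value does not show its cause. A larger dose of construct in that animal is a candidate explanation that could not be tested here, and Tll1 was among the genes of lowest p in Q5A against WT.

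Total counts were high in GFP replicate 3 (44688568) and H3.3 WT replicate 8 (51721431). If deeper sequencing alone sets these libraries apart, they are no more often the extreme of their group than chance allows, which for 15 virus genes is 6 at the 95th percentile. They were extreme for 5 and 2 of the 15 genes, where 3.33 are expected, so the criterion was met. A count under that limit cannot show that depth alone sets them apart. In unscaled CPM, GFP replicate 3 had the highest Pmch (193) and Hcrt (230) and the lowest Slc6a3 (8.44) of its group. Its Pomc (9.58) lay within the range of the group, as did these genes of H3.3 WT replicate 8 in its own. A difference in dissection is therefore not excluded for GFP replicate 3. No biological explanation was tested.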

How the results depend on the processing

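Alternatives were recomputed one at a time. For the virus comparisons, the count in WT against GFP was 0 under 13 of 15 alternatives, with 1 gene called by DESeq2 (Ighg2b) and 1 without a low-count filter (Hist1h3h). In Q5A against GFP, where 1 gene passed, DESeq2 gave 2, and the count was 0 without a low-count filter, with 2 surrogate variables, in each pool alone, and under 2 of the 3 alternatives added after seeing the data (without GFP replicate 8, adjusted p of Hist1h3a 0.0600, and with Slc6a3 and Pmch as covariates, 0.0757); it was 1 under the other, without WT replicate 6. Over its 14 alternative fits Hist1h3a kept its direction, with log2 fold changes from 3.94 to 8.88 and adjusted p from 2.26e-07 to 1.00; it passed in 7. In Q5A against WT, DESeq2 gave 6 genes, and the fit with no low-count filter 1 (Hist1h3h, lower). Unadjusted p under 0.05 was reached by 876 genes in WT against GFP, 627 in Q5A against GFP and 1289 in Q5A against WT. The 627 moved both ways. It was higher with RLE factors (629), DESeq2 (659), 2 surrogate variables (850), the compared groups alone (902) and limma voom (1187). No low-count filter (1214 of 30782 genes), pool 1 alone (685), and leaving out WT replicate 6 (857) or GFP replicate 8 (993) also raised it. It was lower with no pool term (618), a mean of at least 1 CPM (521 of 15322) and the Slc6a3 and Pmch covariates (468). Pools 2 and 3 alone gave 104 and 263. For the clock genes, the counts in WT against GFP and Q5A against WT were 0 under all 15 alternatives; in Q5A against GFP they were 1 with DESeq2, 2 with limma voom, 3 with the compared groups alone and 2 at a threshold of 0.1. The cause was not tested.

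Time-course counts kept within 1.5 times of the reported ones under RLE factors, both filter alternatives and the replicate block. Genes varying over time, 210 as reported, were 1415 with DESeq2, 1166 with limma voom, 457 with 2 surrogate variables and 502 at a threshold of 0.1. The 24 h cosinor genes, 66 as reported, were 599, 567, 168 and 342 in the same order. The ZT12 vs ZT0 genes, 168 as reported, were 331, 928, 513 and 269; with only the 6 samples fitted they were 244, within 1.5 times. With Slc6a3 and Pmch as covariates, also added after seeing the data, the counts were 120, 250 and 92. Leaving out one library at a time gave 51 to 571 genes varying over time, 21 to 169 cosinor genes and 52 to 557 genes of ZT12 against ZT0, over 18 fits each. The 557 came without ZT8 replicate 1, which belongs to neither time point, and the next highest was 195, without ZT4 replicate 1. The chi-square per degree of freedom of ZT8 replicate 1 against the other ZT8 libraries was 50.0 and 52.5, where those gave 3.97. Pairs of ZT4 libraries reached 66.6. The cause was not tested.

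Over 15 alternatives, the set means of Q5A against WT ranged from -0.19 to 0.08 for the light-peaking set and from -0.14 to 0.19 for the dark-peaking set; DESeq2 was not run for sets. In pool 1 alone the means were 0.0828 and -0.143, and with the 200 genes of lowest cosinor p the light-peaking mean was 0.0345. In Q5A against GFP, pool 3 alone gave -0.0419 for the light-peaking and 0.0701 for the dark-peaking set; the dark-peaking set, with a fry p of 0.118 as reported, was under 0.05 in 2 of 15 alternatives, limma voom (-0.11, p 0.0440) and pool 1 alone (-0.24, p 0.0307). In WT against GFP, the 200-gene light-peaking set had a mean of -0.0123; the fry p of the light-peaking set, 0.0628 as reported, ranged from 0.0253 to 0.717 and was under 0.05 in 5 of 15 alternatives (RLE factors, limma voom, no low-count filter, 2 surrogate variables and without GFP replicate 8). The dark-peaking set stayed lower in all 15 alternatives, from -0.34 to -0.10, with fry p from 0.000701 to 0.525, under 0.05 in 12. Without WT replicate 6 the mean of the light-peaking set WT vs GFP was 0.05 (p 0.142) and that of the dark-peaking set -0.17 (p 0.0585). With 2 surrogate variables the fitted peak of Hlf moved by more than 6 h (amplitude 0.0792); its amplitude as reported was 0.0304 with an unadjusted p of 0.922. Among single genes, group means and the sets of the GFP comparisons, 51 values were no longer past the threshold (38 of them with one library left out), 31 newly passed it (5 with one library left out) and 2 group means moved by more than 1 SD.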

Other observations

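The tests of construct reads at Hist1h3a, of carry-over, of Hist1h3h between constructs, of overlapping genes, of Slc6a3 between groups, of the neighbouring-region list without a direction, and of the Slc6a3 and Pmch covariates in both sets were chosen after the result was seen; the others were written before their results were known.

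Regroupings of the libraries, drawn within pools, show how often chance gives as large a result. The real grouping is 1 of the 100 in each case and is counted. For WT against GFP, 55 of 100 splits gave at least the 876 genes observed at an unadjusted p under 0.05. For Q5A against GFP, 2 of 100 splits gave at least the 1 gene observed, and 34 of 100 as many at an unadjusted p under 0.05. For Q5A against WT, 22 of 100 gave at least the 1289 observed at an unadjusted p under 0.05. The highest count of genes past the adjusted threshold among these regroupings was 1245. Where 0 genes were observed past the adjusted threshold (WT against GFP and Q5A against WT, and the clock genes in each of the 3 comparisons), 100 of 100 splits gave at least as many, which is fixed in advance by the count of 0 and shows nothing; 3, 3 and 0 clock genes had an unadjusted p under 0.05. For the light-peaking set, 12 (WT against GFP), 34 (Q5A against GFP) and 47 (Q5A against WT) of 100 splits gave a mean as far from 0; for the dark-peaking set, 2, 9 and 29. Permuting time points within pools gave as many genes varying over time in 1 of 100 (the real order, 210) and as many cosinor genes in 1 of 100 (66). For ZT12 against ZT0, 4 splits part all 3 same-numbered pairs, and 1 of 4, the real one, gave 168 genes; the highest of the others, and of the 6 splits that part 1 pair, was 0. With 4 splits the share cannot fall under 0.05.

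Hist1h3a was the 1 gene called in Q5A against GFP, with counts of 70 to 277 in H3.3 Q5A, 8 to 244 in H3.3 WT and 0 to 26 in GFP. A candidate explanation is that reads of the viral H3.3 transcript were assigned to this gene, since the highest count in the 18 libraries without virus, which were counted with another tool, was 3, and H3f3a and H3f3b did not differ between the groups by edgeR. A response of the histone gene cluster predicts that other cluster genes shift too; the median log2 fold change of the 8 other Hist1h genes tested was -0.23 (from -0.75 to 0.07), and -0.11 with limma voom. Carry-over of indices between libraries could explain the GFP counts of 26 in replicate 9. That library had 690 Gh counts, against 988047 in the other 8 of its pool. This bounds the average carry-over to 0.0698%, which predicts 0.437 Hist1h3a counts. Nearly all of that Gh came from GFP replicate 8 (757399) and Q5A replicate 7 (226409). A larger carry-over from another single library is therefore not excluded. The 19 counts of GFP replicate 6, in another pool, were not tested. A first version of the carry-over test took the rate from the hormone counts of other libraries of the pool and would have accounted for the 26 counts. It was replaced once its result was seen, because Q5A replicate 7 carried pituitary RNA of its own. The construct sequence was not used here, so the first explanation remains a hypothesis, and the GFP counts are unexplained.

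Hist1h3h, below the expression filter and named after its values were seen, had up to 16 counts in H3.3 WT (0.305 ± 0.230 unscaled CPM, SD, n = 9, above 3 counts in 7 of 9 libraries), and at most 3 counts in GFP, H3.3 Q5A and the libraries without virus. An exact two-sided permutation test of H3.3 WT against Q5A gave p 0.000494 (adjusted over 3 comparisons 0.000740), and the WT mean was higher in each of the 3 pools. Total counts did not differ between these groups (exact permutation p 0.309). The constructs may differ in sequence in a way that sends reads to different histone genes; that is a hypothesis which the sequences were needed to test.

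Many genes counted in the time course were at 0 in all virus libraries: of 1763 genes with no base of their own and at least 10 mean counts in the time course, 100% were at 0 in the virus set, against 0.235% of 16595 genes with bases of their own. This fits the loss of reads shared by overlapping genes, and makes a zero in the virus set uninformative for such genes.

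The share of genes at an unadjusted p under 0.05 in Q5A against WT was 7.39%, above the 5% of chance. With Slc6a3 and Pmch as covariates it was 3.42% (597 genes), and 22 of 100 splits, the real one included, gave as many genes as observed. Other alternatives moved the count of 1289 in both directions. It was higher with RLE factors (1303), DESeq2 (1395), 2 surrogate variables (1807), limma voom (2613), no low-count filter (1899 of 30782 genes), without GFP replicate 8 (1654) and without WT replicate 6 (1706). It was lower with no pool term (1284), the compared groups alone (1216), a mean of at least 1 CPM (1169 of 15322 genes) and in pools 1, 2 and 3 alone (712, 922 and 985). The same covariates moved that of WT against GFP from 876 to 1009. Unscaled Slc6a3 was higher in Q5A than in WT by an exact two-sided permutation test (p 0.0118, adjusted over 3 comparisons 0.0353), so the covariates overlap with the groups. Neighbouring tissue in the dissection is a candidate explanation for part of the excess that these fits do not separate from the constructs. None of 7 lists of cell types, neighbouring regions and immediate early genes differed by fry in the 3 comparisons; the lowest adjusted p over the 21 tests was 0.456 in each. The lowest unadjusted was immediate early genes in Q5A against GFP (p 0.0343, mean log2 fold change -0.65, all 6 genes lower). The neighbouring-region list holds genes of midbrain dopamine neurons and of hypothalamic neurons, which a shift of the dissection can move in opposite directions, so its test of a common direction cannot speak to such a shift; the fry test without a direction gave p 0.970 in WT against GFP, 0.492 in Q5A against GFP and 0.349 in Q5A against WT.

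The dark-peaking set had a lower mean in H3.3 WT than in GFP (fry p 0.0188, adjusted over 6 tests 0.113), and 2 of 100 splits, the real one included, gave as large a mean. Corticosterone or handling that differed between the groups might contribute: a list of 14 glucocorticoid-responsive genes, chosen from outside the set, had a mean log2 fold change of -0.24 with 12 of 14 lower (fry p 0.0109), which fell short after adjustment over 9 related tests (0.0818). A shift in the time of collection predicts opposite changes in genes higher and lower at ZT12; the former had a mean of -0.17 (p 0.0205) and the latter of -0.06 (p 0.202), which did not meet the criterion of opposite changes that each pass. The rhythmic sets themselves moved in opposite directions, the light-peaking one higher in 25 of 30 genes (p 0.0628) and the dark-peaking one higher in 1 of 29, so a shift in the time of collection is not excluded. Without WT replicate 6 the p of the dark-peaking set was 0.0585. In Q5A against WT the genes higher at ZT12 had a mean log2 fold change of 0.15 (fry p 0.0273, adjusted 0.0818). Collection time is not given in the labels. An effect of H3.3 WT itself cannot be told apart from handling or time of collection, and the same set in Q5A against WT did not differ (p 0.380).

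Hif3a, Sgk1, Plin4 and Fmo2 were higher at ZT12 than at ZT0, and so were 13 of 14 glucocorticoid-responsive genes (mean log2 fold change 0.59, fry p 2.49e-06, 3.84e-06 with the replicate block). A rhythm of corticosterone, which was not measured, is a candidate explanation, although handling that differed by time of day would give the same. Hspa1b was lower at ZT12, and so were 10 of 10 heat-shock genes (mean log2 fold change -0.34, fry p 4.74e-06, 1.90e-05 with the block). This is consistent with a heat-shock response that differs between the time points, and index sequence, which goes with the time point, was not separable from time in these libraries.

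The ZT12 vs ZT0 comparison may also carry a difference in dissection. Unscaled Slc6a3 was 362, 485 and 446 CPM in the ZT12 libraries and 263, 46.2 and 229 CPM in the ZT0 libraries. With Slc6a3 and Pmch as covariates, 92 genes differed between ZT12 and ZT0, and 89 of the 168 called without them were among these, with Hif3a, Sgk1, Plin4, Fmo2 and Hspa1b included (log2 fold changes 2.66, 2.11, 1.99, 1.64 and -1.62, adjusted p from 9.66e-05 to 0.0289); all 168 kept their direction and had an unadjusted p under 0.05. Tissue marked by Slc6a3 and Pmch thus does not fully account for the 168.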
